A study of Mus musculus with 6 samples. Its data were reported in "Neutrophil extracellular traps released by CD177+ neutrophils aggravated inflammation and neuronal impairment post-SCI" (2025).

How the data were processed

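RNA was sequenced from mouse microglia that had been cultured together with neutrophils for 24 h. The study describes the microglia as primary cells from the brains of newborn C57BL/6 mice, shaken off mixed glial cultures on day 14. The neutrophils were taken from injured spinal cords on day 3 after spinal cord injury (SCI) by magnetic sorting, from mice with the Cd177 gene (WT) or without it (KO). Microglia were then separated from the neutrophils by flow sorting, gated as negative for the neutrophil surface protein Ly6G. There were 3 libraries per neutrophil genotype and 6 in all. Groups and replicate numbers were taken from the sample titles.

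The authors deposited 1 table of FPKM values (fragments per kilobase of transcript per 1e+06 mapped fragments) for 55335 mouse gene identifiers, with 1 column per library and no pooling of replicates. The aligner, the quantification program, the genome build and the gene annotation are not stated. The labels and the methods of the study name different library kits and different sequencers, so neither is given here as settled. The authors' own differential test was DESeq2 on counts. Counts were not used here, so no count test was run, and the number and identity of the genes called can differ from a count test for that reason.

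Gene symbols, positions, lengths and GC content came from GENCODE M21 (mouse build GRCm38), which may not be the annotation the authors used. Of the 55335 identifiers, 55154 were found there (99.67%) and 181 were not. No value column of the table was left out.

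Depth is not given with FPKM values, and it was sought from the smallest steps between low values. The most common step was taken as 1 fragment. Under that reading 1 fragment was worth 0.0520 to 0.0642 FPKM for a transcript of 1 kb, which corresponds to a depth of 15.6 to 19.2 per library in units of 1e+06 fragments. Between 34.8% and 36.6% of low values came out as whole fragments, against 10.0% by chance, so fragment numbers could not be recovered gene by gene. The step was chosen from these same values, so part of the excess over 10.0% was built in. The depth served for a comparison of the variance between libraries with that of counting, and for a detection floor of 3 fragments, computed from the shortest protein-coding transcript of a gene. Where the mean of the KO neutrophil arm lay at or under the highest such floor, a fold is given as a bound against that floor, or against the highest KO value where this was larger. This bound was first meant only for genes with every KO value at or under the floor, and was widened to the mean after the values of Il1b and Lcn2 had been seen. The highest KO value was brought in last, also after these values had been seen. These floors cover counting error only.

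The main test was limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a mean-variance trend, on log2(FPKM + 1), for the contrast KO minus WT neutrophils without covariates. Genes with a mean of at least 1 FPKM over the 6 libraries entered, which left 11395. P-values were adjusted by the Benjamini-Hochberg method over these genes, and an adjusted p under 0.05 counted as a call. A fold change on the log2(FPKM + 1) scale understates the change of low genes. The study's own threshold, more than 2-fold with an unadjusted p under 0.05, was applied to the same fit. For single genes an exact two-sided permutation test of the difference between means was added. With 3 libraries against 3 its smallest possible p is 0.1, so it cannot pass 0.05.

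Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with adjustment over 7 lists that were written by hand. They hold transcripts of the inflammatory response, neutrophils, microglia identity, alternative activation, interferon-stimulated genes, the cell cycle, and astrocytes and oligodendrocytes. The mouse Reactome sets of the fgsea package (1.28.0) were tested in the same way where 10 to 500 of their genes were tested. Entrez identifiers were found for 85.9% of the genes tested. Transcripts of the IL-1, IL-6 and TNF superfamilies were counted in a panel that the study plotted for these samples, and in a fuller list of the same families. The names of the panel were read by eye from a supplementary figure, and the reading may contain errors.

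The genes named were set by a rule. Cd177, Nos2, Il1b, Il6 and Tnf were always named. The 5 largest rises and 5 largest falls were named among genes with an adjusted p under 0.05, more than 2-fold fitted change, no overlap between the groups and at least 5 FPKM in the higher group. Of each list up to 3 members with the smallest p could be named. Groups, tests, lists, this rule and the alternative settings listed next were fixed before the data were examined. Lists of ubiquitous, shared macrophage, sex-linked and abundant neutrophil transcripts were added after a first look.

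The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, rescaling of each library to a common sum (TPM scale), median centring, quantile normalization, no variance trend, array weights, the replicate number as a block, and each library left out in turn. For the lists they were also limma's fry, camera with an estimated correlation, and preranked gene set enrichment (fgsea).

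The gene test was tested on simulated data for 11395 genes, of which 200 were changed. The changed genes were given changes of at least 2-fold and were not drawn among the lowest genes. The test called 95% of them, 100% of these with the right sign, and 5.47% of all its calls were unchanged genes. Smaller changes, which make up most calls in the data, were not simulated, so their detection and error rate are not shown. The first list of 40 unchanged simulated genes gave a camera p of 0.0285. After that value was seen, 200 more such lists were drawn from the same simulation, and 1.5% of them had a p under 0.05. The simulated genes were independent, so this does not show how camera behaves when genes move together.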

Results

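To compare microglia exposed to neutrophils with or without Cd177, RNA-seq was read from 6 libraries of sorted microglia, 3 after co-culture with WT and 3 after co-culture with KO neutrophils from the injured spinal cord. Between 19653 and 20449 genes per library were listed above 0, and 11371 to 11406 had at least 1 FPKM. FPKM values summed to 314084.9 to 315632.4 in the WT arm and 323588.4 to 326868.0 in the KO arm. The 10 most abundant genes held 13.43% to 13.69% of the sum in the WT arm and 15.37% to 15.67% in the KO arm. Mitochondrial genes held 11.1% to 11.32% and 14.31% to 14.62%.

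Libraries of the same arm were close to each other. Across genes, Pearson's r of log2(FPKM + 1) was 0.988 to 0.989 for the 6 pairs within an arm and 0.957 to 0.959 for the 9 pairs between arms (genes are not independent replicates). The first principal component held 68.7% of the variance and the second 8.7%. Among 4789 genes with at least 10 FPKM, the median coefficient of variation within an arm was 3.48%. The labels do not state whether the libraries of an arm came from separate cultures.

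Cd177, the gene removed from the neutrophils (chromosome 7, 24743983 to 24760311, GRCm38, GENCODE M21), was near the detection floor in the microglia. Its FPKM was 0.477, 0.113 and 0.151 with WT neutrophils and 0.109, 0.022 and 0.084 with KO neutrophils. The floor of 3 fragments was 0.071 FPKM in the WT and 0.0695 FPKM in the KO arm. The difference of means was -0.175 FPKM (exact permutation test, two-sided p = 0.1, the smallest possible). Without WT replicate 1 it was -0.06 FPKM. The gene did not pass the filter on low values, so these libraries give no firm check of the neutrophil genotype.

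Next, transcripts for which qPCR had also been done were examined, namely Nos2, Tnf, Il6 and Il1b. Nos2 (chromosome 11, 78920787 to 78960254) had 19.3 ± 0.814 FPKM (SD, n = 3) with WT neutrophils and 0.137 ± 0.0147 FPKM (SD, n = 3) with KO neutrophils. Its log2 change was -4.16 (SE 0.051, limma adjusted p = 6.05e-08). Tnf (chromosome 17, 35199381 to 35202007) had 165 ± 2.14 FPKM and 11.8 ± 0.760 FPKM (SD, n = 3 each), a log2 change of -3.70 (SE 0.046, limma adjusted p = 6.05e-08). Il6 (chromosome 5, 30013114 to 30019981) had 18.04 ± 0.773 FPKM (SD, n = 3) with WT neutrophils. Its values of 0.042, 0.171 and 0.128 FPKM with KO neutrophils lay under the floor of 0.290 FPKM, so it was at least 62.3-fold lower (limma adjusted p = 1.94e-07). Il1b (chromosome 2, 129364570 to 129371139) had 4.72 ± 0.238 FPKM (SD, n = 3) with WT neutrophils. With KO neutrophils it had 0.085, 0.055 and 0.116 FPKM, a mean under the floor of 0.139 FPKM, so it was at least 33.9-fold lower (limma adjusted p = 1.76e-06). For each of the 4 genes every WT library lay above every KO library, and the exact two-sided permutation p was 0.1, the smallest possible. A pseudocount of 0.1 moved the fitted changes most, to -6.36 for Nos2, -6.46 for Il6 and -4.715 for Il1b, while for Tnf the TPM scale did, to -3.82. None of the alternatives reversed these 4 changes.

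**Figure D1:**
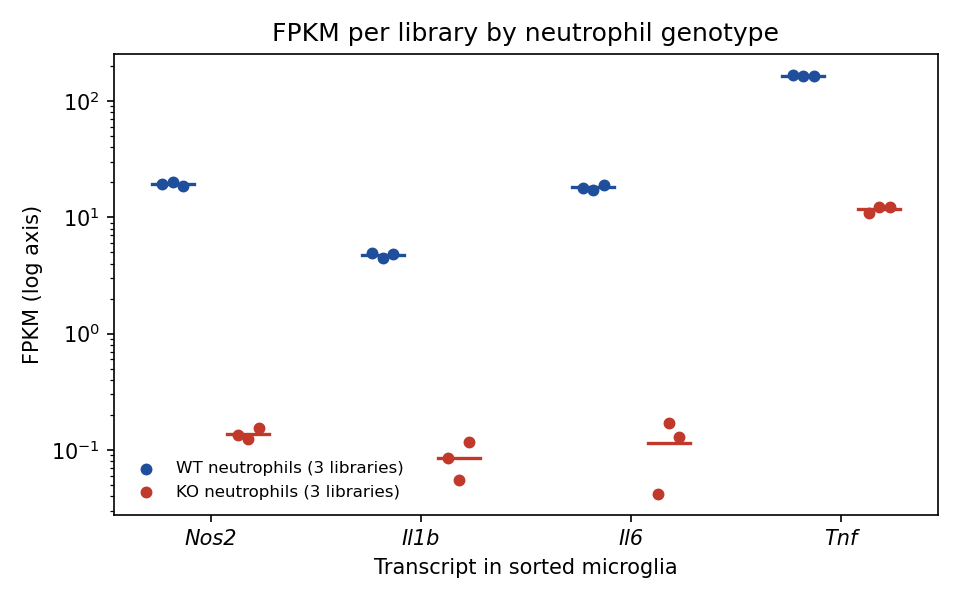
FPKM of Nos2, Il1b, Il6 and Tnf on a log axis, with 1 point per library (3 with WT and 3 with KO neutrophils) and a line at each mean. The KO libraries of Nos2, Il1b and Il6 lie under 0.2 FPKM, and those of Tnf between 10.9 and 12.3 FPKM against 163.1 to 167.4 FPKM with WT neutrophils.

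Over all 11395 genes tested, 4930 (43.3%) had a limma adjusted p under 0.05, of which 2789 were higher and 2141 lower with KO neutrophils. Most changes were small, since 94.2% of the called genes changed by less than 2-fold and their median absolute log2 change was 0.319. Both arms were free of overlap for 6363 genes (55.8%), against 10% by chance. The mean FPKM minimum of 5 moved this count most, to 3763 calls among 7383 genes. The direction of the small changes depended on the scale. After rescaling to a common sum, 55% of the calls were lower, against 43.4% on the scale of the authors. The median log2 change of all genes was 0.02 on the deposited scale and -0.02 after rescaling.

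By the study's threshold, 293 genes differed, 63 higher and 230 lower (78.5% lower). With an adjusted p in its place there were 288, of which 58 were higher and 230 lower. With a pseudocount of 0.1 the threshold was passed by 441 genes, of which 305 were lower. More than 4-fold changes were found for 51 called genes that were lower and 4 that were higher.

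The 5 largest falls by the naming rule were Ccl7, Csf3, Lcn2, Cxcl2 and Ptgs2. Ccl7 (chromosome 11, 82045712 to 82047525) had 897 ± 4.39 FPKM with WT and 5.21 ± 0.438 FPKM with KO neutrophils (SD, n = 3 each; log2 change -7.18, SE 0.05, limma adjusted p = 5.31e-09). Csf3 (chromosome 11, 98701263 to 98703629) had 122, 127 and 125 FPKM with WT neutrophils and was listed at 0 in the 3 KO libraries. Against the floor of 0.134 FPKM it was at least 935-fold lower. Lcn2 (chromosome 2, 32384633 to 32388252) had 110.5 ± 2.30 FPKM with WT neutrophils (SD, n = 3). With KO neutrophils it had 0.048, 0.314 and 0.237 FPKM, on both sides of the floor of 0.208 FPKM, and the WT mean was 351 times the highest of these. Cxcl2 (chromosome 5, 90903871 to 90905938) had 121 ± 2.42 FPKM and 0.596 ± 0.0585 FPKM (SD, n = 3 each; log2 change -6.25, limma adjusted p = 4.84e-09). Ptgs2 (chromosome 1, 150100031 to 150108227) had 168 ± 0.438 FPKM and 3.97 ± 0.183 FPKM (SD, n = 3 each; log2 change -5.09, limma adjusted p = 4.84e-09).

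The 5 largest rises by the same rule were S100a4, Atp6v0d2, Serpinb1a, Arrb1 and Gpr183. Without the other conditions of the rule, the largest log2 change of any gene with an adjusted p under 0.05 was 2.29. S100a4 (chromosome 3, 90603771 to 90606045) had 107 ± 2.19 FPKM with WT and 472 ± 2.81 FPKM with KO neutrophils (SD, n = 3 each; log2 change 2.13, SE 0.021, limma adjusted p = 2.72e-08). Its exons overlap those of another gene on the same strand in the annotation, so the value is uncertain where reads could be split. Atp6v0d2 (chromosome 4, 19876841 to 19922605) rose from 8.85 ± 0.0603 to 40.75 ± 1.599 FPKM (SD, n = 3 each; log2 change 2.08). Serpinb1a (chromosome 13, 32842092 to 32851185) rose from 14.6 ± 0.844 to 62.1 ± 0.517 FPKM (SD, n = 3 each; log2 change 2.02). Arrb1 (chromosome 7, 99535466 to 99606771) rose from 1.70 ± 0.907 to 8.49 ± 0.909 FPKM (SD, n = 3 each), a log2 change of 1.86 with an SE of 0.223, and WT replicate 2 stood apart at 2.745 FPKM. Gpr183 (chromosome 14, 121952551 to 121965195) rose from 1.31 ± 0.230 to 6.52 ± 0.590 FPKM (SD, n = 3 each; log2 change 1.70). These rises were smaller than the falls, and all 10 genes kept their direction and an adjusted p under 0.05 under every alternative that tested them.

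The IL-1, IL-6 and TNF superfamily transcripts that the study plotted were then counted. Of 25 panel members 16 were tested, and all 16 had a limma adjusted p under 0.05 over all genes tested, 12 lower and 4 higher. Adjusted over the list alone the count was also 16. The study plotted this panel as genes that differed between the same samples, so neither count of 16 is independent evidence. The fuller list had 31 tested members, of which 18 had an adjusted p under 0.05 (13 lower, 5 higher), and 18 adjusted over the list alone, but its members include the 16 of the panel. Among the 15 tested members outside the panel, 2 had an adjusted p under 0.05 over all genes, and 1 adjusted over these 15 alone. In the panel Tnf fell, Il1a fell from 57.1, 54.9 and 59.4 FPKM to 2.59, 2.33 and 2.42 FPKM, and Tnfrsf1b fell from 110.3, 110.7 and 111.3 FPKM to 24.46, 24.98 and 25.76 FPKM.

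The gene lists were compared with all other genes tested. The inflammatory response list (78 tested members of 120) had a median log2 change of -0.93, with 60 members lower and 5 higher (camera adjusted p = 3.36e-24, limma). The size of this median depended on the filter. It was -0.42 with no filter on low values and -1.17 with a mean of at least 5 FPKM. The interferon-stimulated list (24 of 35) had a median of -1.06, with 22 lower and 0 higher (camera adjusted p = 3.68e-14). In this list Irf7, Bst2 and Oas3 had the smallest p, and Irf7 fell from 15.7, 14.7 and 16.5 FPKM to 2.19, 2.31 and 2.09 FPKM. The cell cycle list (35 of 35) had a median of 0.26, with 26 higher and 1 lower (camera adjusted p = 1.61e-08). Mki67 had 49.7, 48.9 and 50.7 FPKM with WT and 66.3, 63.9 and 64.4 FPKM with KO neutrophils. These 3 calls also held under fry and under an estimated correlation, where the adjusted p was 0.00113, 0.00354 and 0.00804. The neutrophil list had 6 tested members of 36 (median -1.41, camera adjusted p = 0.000422), and its call held under fry but not under an estimated correlation (adjusted p = 0.129). The 3 members with the smallest p were Lcn2, Mmp9 and Hp. The other 30 of the 36 members had a mean under 1 FPKM, and the median of all 36 was 0.0561 FPKM. The call rests on the 6 tested members and not on abundant neutrophil transcripts, which had at most 0.456 FPKM in any library. It therefore does not measure the amount of neutrophil RNA.

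The microglia identity list (15 of 30 tested) had a median of 0.08 and a camera adjusted p of 0.129, with 7 members higher and 2 lower. The other 15 members had a mean under 1 FPKM. The members with the smallest p were Trem2, Mertk and Tyrobp, and Trem2 rose from 11.2, 13.2 and 11.8 FPKM to 27.5, 28.1 and 28.2 FPKM. The alternative activation list had 7 tested members of 26 (median 0.36, camera adjusted p = 0.629), with 3 higher and 2 lower. The 2 lower members, Stab1 and Il4ra, are also in the inflammatory response list. Only 2 of the 23 astrocyte and oligodendrocyte transcripts were tested, Aldoc and Cnp (median 0.34, camera adjusted p = 0.111). The last 3 lists passed 0.05 under fry, which tests a list on its own and not against other genes.

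**Figure D2:**
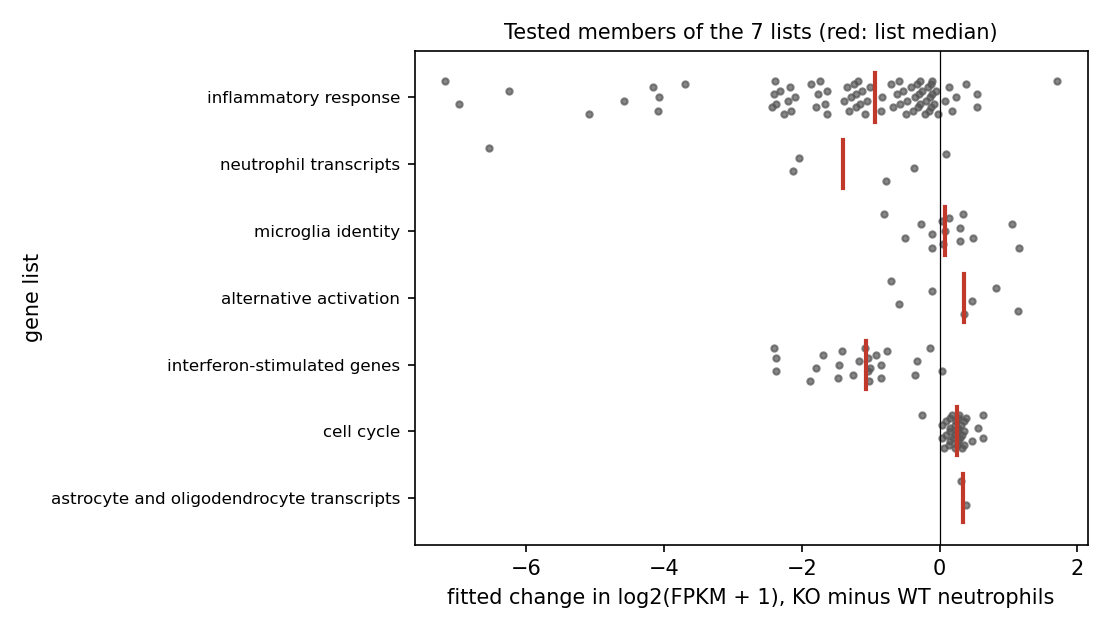
Fitted change in log2(FPKM + 1), KO minus WT neutrophils, with 1 point per tested member of each of 7 gene lists and a red line at each list median. The medians are -0.93 for the inflammatory, -1.06 for the interferon-stimulated and 0.26 for the cell cycle list, and the astrocyte and oligodendrocyte list shows 2 members.

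Of 760 Reactome sets tested, 43 had a camera adjusted p under 0.05, 24 higher and 19 lower. Sets of respiratory electron transport were higher (75 genes, median log2 change 0.20, adjusted p = 2.46e-09). The broad sets Cell Cycle (439 genes, median 0.07, camera adjusted p = 0.232) and Cell Cycle, Mitotic (382 genes, median 0.07, camera adjusted p = 0.195) were not called. Smaller related sets such as DNA strand elongation were called higher (32 genes, median 0.23, camera adjusted p = 0.043). The set of chemokine receptors and their ligands was lower (11 genes, median -2.18, adjusted p = 8.66e-05), as was interferon gamma signaling (47 genes, median -0.30, adjusted p = 4.44e-05). Both other tests of these sets were chosen after seeing the data. Under fry, which tests a set on its own, 619 of the 760 sets were called, so that the presence of all 43 among them adds little. Under an estimated correlation 0 sets were called and the smallest adjusted p was 0.419, with 79 sets at an unadjusted p under 0.05. Without the filter on low values camera called 175 sets.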

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

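The length and GC correction, the removal of the study's own genes from the inflammatory list, and the runs of Reactome under fry and under an estimated correlation were chosen after seeing the data. The other alternatives were planned. Of 461 planned comparisons with an alternative, 453 kept their direction and side of the threshold (or stayed within 1.5 times the count), 3 counts moved further, 1 list was weaker, 4 were stronger and 0 reversed. Of the 461, 149 belong to genes named for the largest rises and falls in these data. All 149 were kept, which that choice favours. For Cd177 a comparison was kept if the difference of means moved by less than the larger SD within an arm.

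The number of genes with an adjusted p under 0.05 was 3763 to 4931 under the alternatives with all 6 libraries, and 4082 to 4223 across the 6 fits that each left out 1 library. Of the 4930 genes called, 4315 were also called on the TPM scale and 4026 with the replicate block. The genes past 2-fold numbered 441 with a pseudocount of 0.1, which by its construction enlarges the changes of low genes, against 293. Reactome calls went from 43 to 175 with no filter on low values, where unexpressed genes enter the background, and to 15 with a mean of at least 5 FPKM, where fewer genes are tested. The 461 leave out the runs chosen later, and the largest moves were among these, to 619 sets under fry, which does not compare a set with other genes, and to 0 under camera with an estimated correlation (79 at an unadjusted p under 0.05).

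The neutrophil list had an adjusted p of 0.129 under camera with an estimated correlation, where its range over the alternatives was 9.27e-06 to 0.129 and the cause was not tested. The microglia identity list passed with no filter (0.0197, range 0.000545 to 0.258), and the cause was not tested. Under fry the adjusted p was 0.000545 for microglia identity, 0.000123 for alternative activation and 0.000986 for the astrocyte and oligodendrocyte list, since fry does not compare a list with other genes. The inflammatory list stayed under 0.05 throughout (6.87e-29 to 0.00113), including without the 11 tested genes that the study had picked (5.33e-19, 67 tested genes, median -0.63).

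Replicate numbers did not pair the libraries. The correlation of deviations between same-numbered libraries was -0.075, -0.052 and -0.005. With the replicate block 4212 genes were called, and no list or named gene changed its side of the threshold. A count test (edgeR, DESeq2) was planned only for recoverable reads and was not run. The depth limits Csf3, Il1b, Il6, Lcn2 and Cd177, which lie near or under the floor of 3 fragments in the KO arm.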

Other observations

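The tests of the abundant neutrophil transcripts, of the share held by abundant genes, of short genes, of the closeness of replicates and of splits for Nos2, Il1b, Il6 and Tnf were chosen only after the result was seen. The correction for length and GC content was chosen after the fall of the inflammatory list was seen. The definition of a jumping gene was changed once after a first result, to require at least 5 FPKM in the group that jumps, because near-floor Il6 and Lcn2 had been included.

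With 3 libraries against 3 there are 10 splits, so no share under 0.1 is possible. The real split alone, 1 of the 10 splits of the 6 libraries, gave as many genes with an adjusted p under 0.05, as many past 2-fold, as many calls in the study cytokine panel and in the IL-1, IL-6 and TNF superfamilies, and as many Reactome sets with adjusted p under 0.05. The next largest split gave 4 genes with an adjusted p under 0.05 and 19 Reactome sets. Likewise 1 of the 10 splits gave as small a p for the inflammatory response list, the neutrophil transcripts list, the microglia identity list, the interferon-stimulated genes list, the cell cycle list and the astrocyte and oligodendrocyte transcripts list, and 1 of the 10 gave as large a change for Nos2, Il1b, Il6 and Tnf. For the alternative activation list it was 4 of the 10 splits. The other splits mix both arms and carry part of the difference. The study plotted its panel as genes that differed between the real groups, so the splits for the panel, and for the superfamilies that include it, favour the real split by selection.

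Of the 30 transcripts of the microglia identity list, 15 had a mean under 1 FPKM, and several were near 0 in every library. P2ry12 had at most 0.148 FPKM, Aif1 at most 0.282 FPKM, and C1qa, Sall1 and Fcrls were listed at 0 in all 6 libraries (chosen after their values were seen). Failed estimates across the table are argued against, since 0 of 30 ubiquitous genes were listed at 0. Too little macrophage RNA is argued against as well, since the median of 12 shared macrophage transcripts, 158 FPKM, lay at the 98.0th percentile of the genes tested. Xist had 106 to 126 FPKM in each library, and the 4 Y-linked transcripts were listed at 0 in all 6. This was predicted, before these values were examined, for cells of a single sex, and may come from a female clonal line or from a culture of female animals only. The study describes its animals as male, which goes against female animals and is at odds with these values if it covers the newborn mice. All 35 cell cycle transcripts passed the filter, with a median of 26.8 FPKM. No reference cells were at hand, so this does not tell a line from dividing primary cells. Loss of identity transcripts in culture stays open and was not tested. No group in the design bears on this pattern, so no biological explanation was tested.

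Inflammatory transcripts were lower with KO neutrophils. Neutrophil RNA left after sorting is argued against, since the highest of 6 abundant neutrophil transcripts in any library was 0.456 FPKM. Library scaling left a list median of -0.92 at its nearest to 0, removal of a trend on exonic length and GC content left -0.95, and the median of all genes was 0.02, so these are argued against as the whole cause. Of the 120 list members 10 are in the study's panel, 1 is in the neutrophil list and 2 are in the interferon list. The alternative activation list shares members with it too, among them Stab1 and Il4ra. A response of the microglia to neutrophil genotype remains a hypothesis. The labels name no batch, so none was tested.

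Libraries of one group may come from one RNA pool or one culture. For 881 genes of at least 50 FPKM, the median variance between libraries of a group was 1.24 to 2.87 times that of counting fragments, depending on the transcript length assumed (largest value 2.87). Separate cultures and one pool cannot be told apart from this, since the transcript lengths the authors used are unknown and the fragments are counted by the depth estimated from low values, which is itself uncertain. If they were one pool, the adjusted p-values would describe the pools and not separate cultures.

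Some genes jumped between libraries of one group although most differed by a few percent. Among 6724 protein-coding genes with at least 5 FPKM, 116 (1.73%) differed by at least 2-fold within a group. Exosc6 had 0.005, 17.3 and 0.084 FPKM in the WT libraries and 18.7, 0.263 and 22.6 FPKM in the KO libraries, and C5ar1 fell to 2.45 FPKM in WT replicate 3 from 17.2 and 15.6 FPKM (both chosen after their values were seen). A candidate explanation is that reads were split differently between overlapping genes, since 19.8% of them overlapped another gene on the same strand, against a median of 8.62% in 10000 random lists matched on expression (permutation p = 1e-04). That leaves most of these genes without this explanation. Their median exonic length was 4294 bases against 4670 (permutation p = 0.114), so instability of short genes cannot be told apart from chance here.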
